# Gene Expression Programs of Mouse Endothelial Cells in Kidney Development and Disease

**DOI:** 10.1371/journal.pone.0012034

**Published:** 2010-08-10

**Authors:** Eric W. Brunskill, S. Steven Potter

## Abstract

Endothelial cells are remarkably heterogeneous in both morphology and function, and they play critical roles in the formation of multiple organ systems. In addition endothelial cell dysfunction can contribute to disease processes, including diabetic nephropathy, which is a leading cause of end stage renal disease. In this report we define the comprehensive gene expression programs of multiple types of kidney endothelial cells, and analyze the differences that distinguish them. Endothelial cells were purified from *Tie2-GFP* mice by cell dissociation and fluorescent activated cell sorting. Microarrays were then used to provide a global, quantitative and sensitive measure of gene expression levels. We examined renal endothelial cells from the embryo and from the adult glomerulus, cortex and medulla compartments, as well as the glomerular endothelial cells of the *db/db* mutant mouse, which represents a model for human diabetic nephropathy. The results identified the growth factors, receptors and transcription factors expressed by these multiple endothelial cell types. Biological processes and molecular pathways were characterized in exquisite detail. Cell type specific gene expression patterns were defined, finding novel molecular markers and providing a better understanding of compartmental distinctions. Further, analysis of enriched, evolutionarily conserved transcription factor binding sites in the promoters of co-activated genes begins to define the genetic regulatory network of renal endothelial cell formation. Finally, the gene expression differences associated with diabetic nephropathy were defined, providing a global view of both the pathogenic and protective pathways activated. These studies provide a rich resource to facilitate further investigations of endothelial cell functions in kidney development, adult compartments, and disease.

## Introduction

Endothelial cells play essential roles in both development and disease. During development there is a crucial cross talk with surrounding tissues. Heterotopic transplantation studies show that organ specific microenvironments drive the specificity of vasculature formed. For example peripheral blood vessels that penetrate a graft of brain tissue form tight junctions, typical of brain vessels [1]. Conversely, signals from endothelial cells have been shown to be essential during the development of multiple organ systems, including the heart [2], pancreas [3], liver [4], and kidneys [5]. There exist a tremendous variety of endothelial cell types, and we are only beginning to understand their diverse functions [6].

Endothelial cell dysfunction can also play a primary role in disease, including diabetic nephropathy [7]. Type 2 diabetes is an increasingly important global health threat. In the United States the prevalence of type 2 diabetes has almost doubled in the past 25 years, and in Asia the rate of increase is even more dramatic [8]. Diabetes is now the most common cause of end stage renal disease in both developed and emerging nations [9]. All three cell types of the glomerulus have been strongly implicated in diabetic nephropathy. The mesangial cells produce the observed mesangial matrix expansion. Altered podocyte function, including podocyte loss, foot process effacement, and altered makeup of the glomerular basement membrane (GBM), result in increased protein leakage. In addition altered endothelial cell function has been associated with increased leukocyte recruitment [10], increased angiogenesis leading to the formation of immature and leaky vessels [11], and decreased production of activated protein C, which normally inhibits podocyte and endothelial cell apoptosis [12].

Important insight into both disease and normal developmental processes can be gained by gene expression profiling. Microarrays provide a comprehensive, sensitive and quantitative measure of gene expression. Their global readout of gene use gives a detailed picture of expressed transcription factors, growth factors, and receptors. Early pioneering studies used microarrays to examine changing gene expression patterns of entire kidneys from the rat as a function of developmental time [13], followed by similar work with mouse [13], [14]. In some cases it was possible to use manual microdissection or FACS to define gene expression profiles of selected specific structures or cell types [14], [15], [16]. We have previously described a gene expression atlas of kidney development, at microanatomic resolution [17]. We primarily used laser capture microdissection to isolate most of the multiple components of the developing kidney. Microarrays were then used to define gene expression patterns. The results defined the changing waves of gene usage as a function of nephrogenesis. In addition, novel molecular markers of specific compartments were found. Further, by examining the concordance of changing transcription factor expression with the presence of evolutionarily conserved transcription factor binding sites within the promoters of activated genes it was possible to begin to generate a genetic regulatory network of kidney development.

In this study we extend this previous work by investigating the gene expression programs of kidney endothelial cells. In particular, we first defined the gene expression profile of endothelial cells from E15.5 embryonic kidneys, to better understand the genetic program that drives the formation of the renal vascular system. We also examined the gene expression patterns of the adult glomerular, medullary, and cortical endothelial cells, to discover the molecular basis of their compartment specific properties. Finally, to better define the molecular anatomy of diabetic nephropathy, we analyzed the altered gene expression patterns of glomerular endothelial cells in *db/db* mutant mice, which represent a useful model of this disease.

## Results and Discussion

### Gene expression profile comparisons

We used *Tie2-GFP* transgenic mice to purify endothelial cells from E15.5 embryonic kidneys, adult medulla, adult glomeruli, adult cortex (with glomeruli removed), and adult glomeruli of *db/db* mice, which, again, represent a mouse model for diabetic nephropathy. Glomeruli were purified by sieving. Tissues were rapidly dissociated using a combination of enzymatic digestion and trituration, followed by FACS isolation of GFP positive cells. Affymetrix Mouse Gene 1.0 ST arrays were used to provide global, sensitive and quantitative measures of gene expression. In each case at least three independent biological samples were examined. 

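For the adult cortex, 3 samples of sorted endothelial cells were examined, called replicates 1, 2 and 3 here, each from 1 kidney of an adult Tie2-GFP mouse. In these mice GFP marks cells that use the promoter of Tek (Tie2), the endothelial receptor for angiopoietins. The mice were of a mixed background, mainly CD-1, and their sex was given as unknown. After the medulla was cut away, the cortex was digested with 1% collagenase for 5 min and passed through a 100 µm mesh and then a 40 µm mesh that held back glomeruli. The cells that passed were treated with trypsin for 5 min, filtered at 70 µm and sorted for GFP. RNA was amplified in 1 round and hybridized to the array. The deposited values are log2 signals of 35557 probesets, which the authors had summarised and normalized between arrays. The paper names RMA, and the notes of the submitters name Affymetrix Expression Console. The median log2 signal was 5.70, 5.70 and 5.66 in replicates 1, 2 and 3. Pearson's r across probesets, which are not independent replicates, was 0.950 between replicates 1 and 2, 0.942 between 1 and 3, and 0.941 between 2 and 3. An array has no read depth, and the number of arrays limits the precision. With 1 group of samples no groups could be compared, so each probeset was tested for a mean above, and separately for a mean below, a signal of 100, the raw level of the paper's filter. The test was the one-sided moderated one-sample test of limma on log2 values, with Benjamini-Hochberg adjustment over all 35557 probesets and a threshold of 0.05. "Above" and "below" refer to this test. In 40.5% of the probesets the 3 samples held the same value in all 5 decimals, which gives an SD of 0 and a small p even for a signal close to 100. The embryonic, medullary, glomerular and db/db samples were not analysed here.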

The results yield a universal view of the gene expression programs used by these distinct types of endothelial cells.

A profile plot provides an overview of the observed differences in gene expression (Fig. 1). The array data was analyzed with GeneSpring GX11.01, RMA normalized, and only probesets with a minimum 100 raw expression level in three samples were included. 

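In the cortical endothelial cells, 4569 of 19938 genes with a probeset of their own had a signal above 100, a share of 22.9%, and 12955 genes were below it. Epas1, a hypoxia-inducible transcription factor of endothelial cells, was among the genes above, at a log2 signal of 11.01 ± 0.01 (SD, n = 3; adjusted p = 3.13e-06 from limma). Cd68, a macrophage gene, was below, at 5.19 in each sample (adjusted p = 4.92e-10 from limma). A signal of 100 or more in all 3 cortical samples, with no test, was reached by 5583 genes. Over all probesets, 7264 were above 100 and 22533 were below. With a limit of 50 in place of 100 there were 15254 above, and with a limit of 200 there were 3395.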

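Of the 786 probesets of Supplementary Data S1, 393 were above a signal of 100 in the cortical endothelial cells and 208 were below it. Efnb2, which encodes the ephrin ligand of arterial endothelium, was above, with a log2 signal of 9.95 ± 0.06 (SD, n = 3; adjusted p = 0.000173 from limma). Dapk2, a calmodulin-dependent protein kinase, was below, at 5.09 in all 3 samples (adjusted p = 4.21e-10 from limma). Adjusted over the list alone, 439 probesets were above, and 483 had a signal of 100 or more in every cortical sample. The study chose this list partly on these samples, so the counts are not independent evidence. The number above was 224 without replicate 1, 229 without replicate 2 and 244 without replicate 3.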

Following ANOVA analysis, P<0.05, we selected for a minimum five fold difference in expression level in any pairwise sample type comparison, thereby identifying 786 probesets with the most distinct expression patterns (Fig. 1)(Supplementary Data S1). The embryonic endothelial cells showed the most distinct gene expression signature, while the adult glomerular endothelial cells from normal and *db/db* mice were most similar.

**Figure 1:**
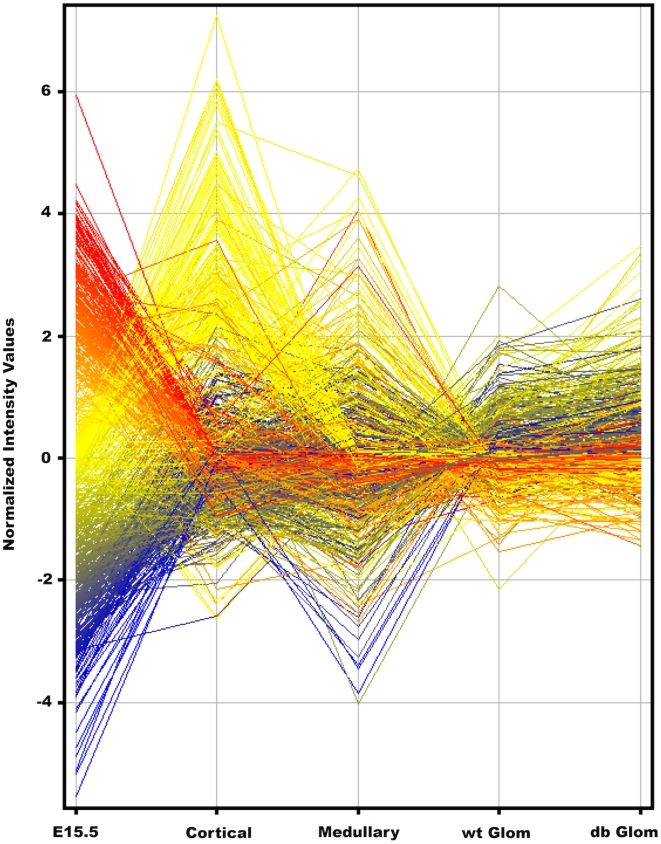
Profile plot of gene expression differences of renal endothelial cells isolated from different developmental times, compartments, and disease states. 786 probesets, each represented by a single line, color coded according to expression in embryonic cells, with red indicating high and blue representing low levels of expression. **E15.5**, total E15.5 kidney endothelial cell population, **Cortical**, endothelial cells from adult kidney cortex, with glomeruli removed, **Medullary**, adult medulla compartment endothelial cells, **wt Glom**, control adult glomerulus compartment endothelial cells, **db Glom**, adult glomerulus compartment endothelial cells from *db/db* mouse with diabetic nephropathy.

### Embryonic endothelial cells

We first compared embryonic to adult endothelial cell gene expression profiles, to better define the gene expression program of renal vascular development. Screening for genes with at least four fold difference in expression between E15.5 and normal adult (glomerular, cortical and medullary) endothelial cells and further requiring higher expression in embryonic samples, to focus on genes driving the embryonic endothelial program, identified 340 probe sets (Supplementary Data S2). Gene ontology biological process analysis, using ToppGene, identified forty processes with P values listed as zero, and all were related to cell division (Supplemental Data S3). They included, for example, M phase, cell cycle, mitosis, nuclear division, cell division, DNA replication, regulation of cell cycle, and so on. 

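In the adult cortical endothelial cells, 21 of 22 measured genes of the cell cycle had a signal below 100 and 0 were above it by limma (0 adjusted over the list alone, and 0 at an unadjusted p under 0.05). Mki67, the gene of the proliferation antigen Ki-67, had a log2 signal of 5.01 in each of the 3 samples, and Top2a, a DNA topoisomerase of dividing cells, had 4.81. Cdk1, the kinase that drives entry into mitosis, had 5.30 in each, and its partner gene Ccnb2 had 5.50. The remaining gene was Birc5, named after its values were seen, at 6.42 ± 0.47 (SD, n = 3; adjusted p = 0.335 for a mean below 100 from limma). Of the 340 probesets of Supplementary Data S2, which the study chose partly on these samples and which are therefore not independent evidence, 208 were below 100 and 51 were above (51 adjusted over the list alone). With a limit of 50, 3 cell cycle genes were above it. The S2 count above 100 was 31 without replicate 2 and 33 without replicate 3.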

Not unexpectedly, the results showed clearly that the embryonic endothelial cells are heavily committed to cell division, while adult cells are not.

### Embryonic endothelial cells compared to other embryonic compartments

It is perhaps more instructive to compare the gene expression profile of the embryonic endothelial cells to those of other embryonic compartments, thereby identifying those genes specific to vasculature formation. We therefore selected renal vesicles, capping mesenchyme and ureteric bud for comparison. An ANOVA analysis, including Benjamini and Hochberg correction, corrected P<0.02, and fold change of at least three, gave 531 genes with strong expression differences in the four compartments. A visual representation of the distinctive gene expression signatures of these four compartments is shown in Fig. 2.

**Figure 2:**
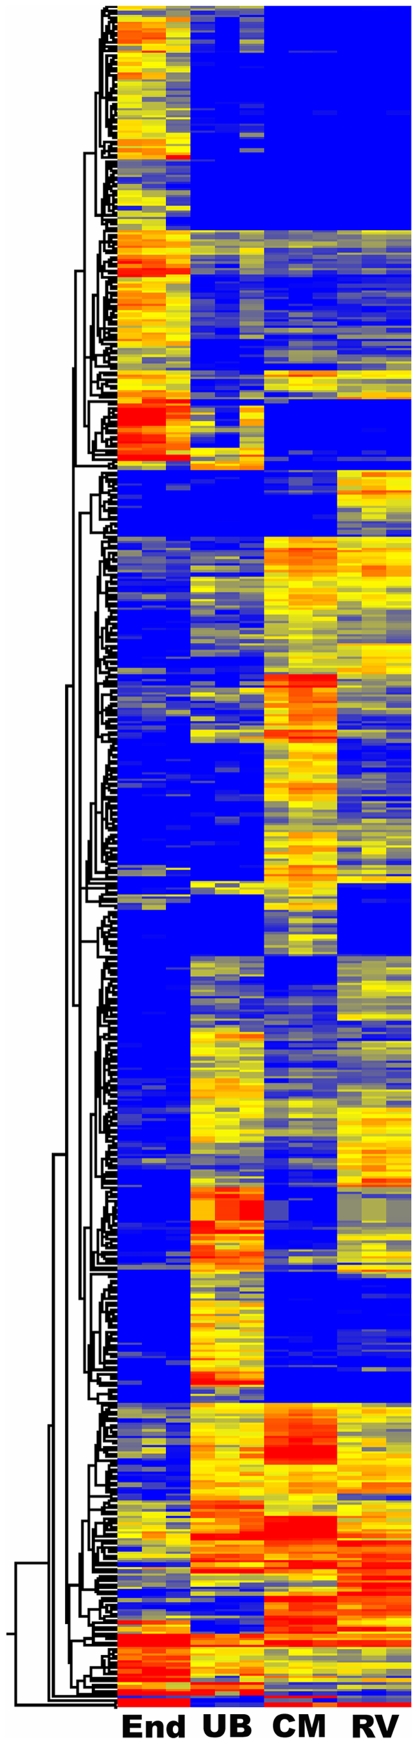
Heat Map displaying gene expression differences (531 probe sets) between different kidney development compartments. Shown are **End** (E15.5 endothelial cells), **UB** (E11.5 ureteric bud), **CM** (P0 capping mesenchyme), and **RV** (P4 renal vesicle).

To capture a broader view of the genetic basis of embryonic vasculogenesis we also performed a less stringent analysis, requiring only a minimum two fold change (instead of three). We focused on genes with elevated expression in endothelial cells in all pairwise comparisons, yielding a total of 207 probe sets (Supplemental Data S4), which were then subjected to functional annotation using GeneSpring. The top biological processes to emerge included angiogenesis (*Elk3, Epas1, Egfl7, Eng, Sox18, Kdr, Flt1, Robo4, Anxa2),* regulation of cell migration *(Abi3, Pecam1, Egfl7, Tek, Tie2* and *Robo4*), and VEGF signaling pathway (*Flt4, Kdr, Flt1*). Many of the genes on this list of 207, including *Mef2c*, *Ets1, endoglin, Fli1, Tie1, Flt1, Cdh5,Fflt4, Sox18, Erg, Epas1, Ahr, Pecam1*, and *Icam2*, have been previously strongly implicated in endothelial cell development [18], providing historic validation of the screen.

The expression data was further examined by performing a molecular pathways analysis using GeneSpring. The results showed a number of interesting interactions, with *Tgfbeta1* and *Kdr* occupying central positions (Fig. 3). *Kdr* encodes a tyrosine kinase receptor for VEGF, and has been previously shown to mediate endothelial cell proliferation, survival, migration, tubular morphogenesis and sprouting [19]. Tgfbeta1 is also a well-established modulator of angiogenesis [19].

**Figure 3:**
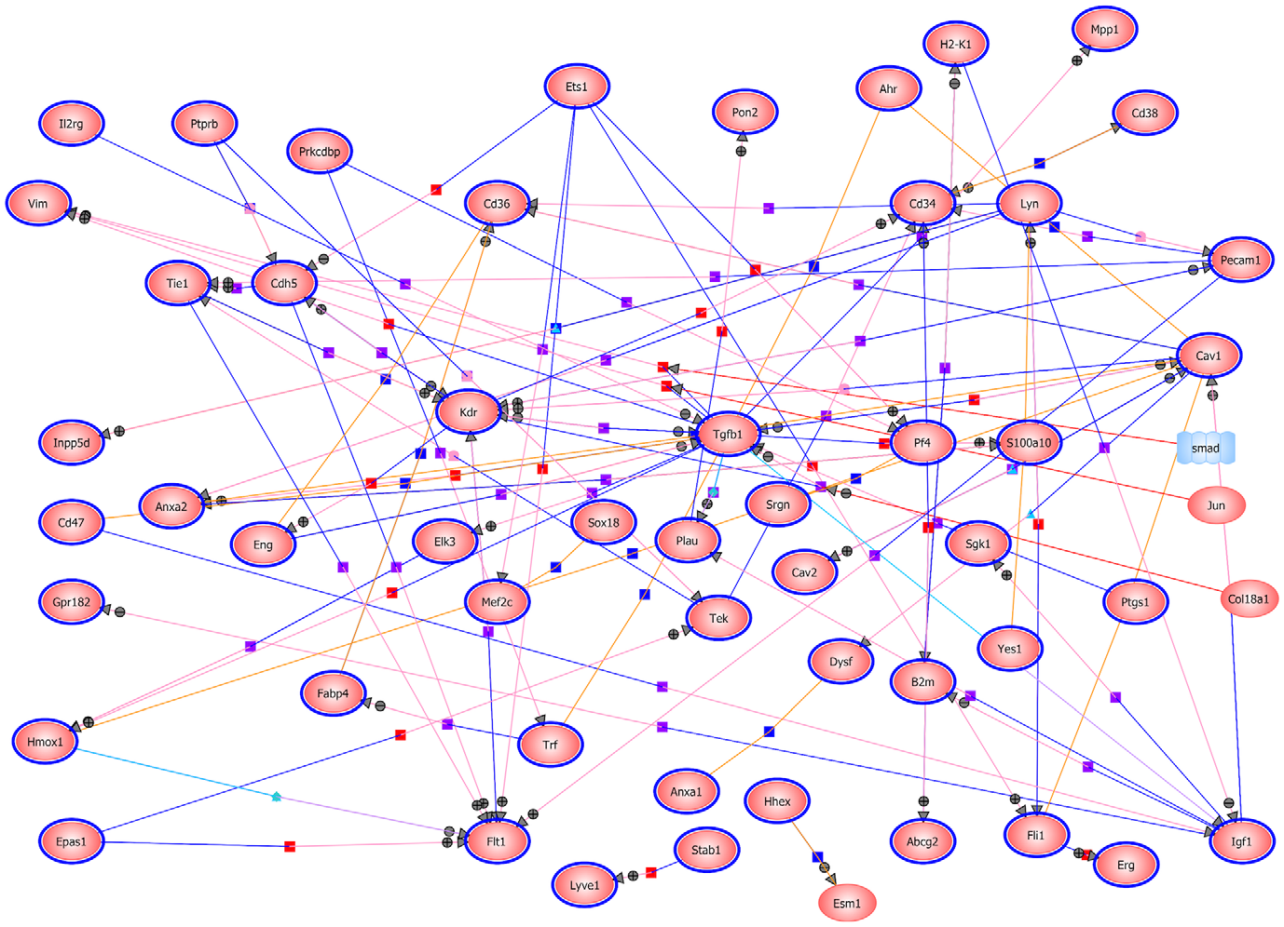
Molecular pathways analysis of genes with elevated expression in the kidney developing endothelial compartment. Generated with GeneSpring 11.0 using the 207 genes with elevated expression in the embryonic endothelial cells. Relations between encoded proteins are shape and color coded, with dark purple square  =  member, light blue triangle  =  transport, red square  =  expression, purple square  =  regulation, blue square  =  binding, orange circle  =  promoter binding, light blue diamond  =  metabolism, pink  =  protein modification.

These 207 genes can be divided into functional categories, with DAVID identifying, for example, a group of 15 transcription factors (*Epas1, Nfib, Elk3, Erg, Fli1, Klf7, Ets1, Hhex, Sox18, Rnf141, Bcl6b, Elf4, Ahr, Ostf1, Mefc2*)(Supplemental Data S5). It is interesting that three of these genes, *Hhex*, *Bcl6b* and *Elf4*, have been shown to be involved in hematopoiesis [20], [21], [22]. This dual endothelial-hematopoetic character strongly indicates the presence of hemangioblasts, multipotent precursors able to differentiate into both endothelial and hamatopoetic cells, in the E15.5 embryonic kidney, as has been previously reported [23]. In addition, this analysis identified 60 genes encoding membrane/receptor proteins, many with previously established function in the development and function of endothelial cells, as well as other functional groups of genes.

A ToppGene functional analysis of the list of 207 genes with elevated expression in embryonic endothelial cells gave similar results, providing lists of genes involved in angiogenesis, vasculogenesis, blood vessel morphogenesis, response to oxygen levels, hemopoiesis, and other biological processes these cells are engaged in (Supplementary Data S6). In addition the ToppGene analysis identified key evolutionarily conserved transcription factor binding sites (RGAGGAARY-V$PU1_Q6, V$STAT6_02, V$STAT4_01, V$ELF1_Q6, RYTTCCTG_V$ETS2_B and V$ETS2_B) enriched in the proximal promoter regions of multiple genes with elevated expression (Supplementary Data S6). For example conserved RYTTCCTG_V$ETS2_B binding sites were found upstream of 25 genes (*Egfl7*, *Rasgrp3*, *Tll1, Erg, Sgk1, Adpr, Prkch, Myct1, Fxyd5, Vamp5, Ets1, Hhex, Sipa1, Lyn, ldb2, Gpr183, Adcy4, Igf1, Mef2c, lcp1, Flt1, Elk3, Gpr97, Cdh5, Robo4*). It is particularly interesting that ETS binding sites emerge with extremely high statistical significance, given the known vital role of ETS transcription factors in vasculogenesis [24]. STAT binding sites were also found with great frequency, again of interest because STAT3 has also been shown to be an important regulator of genes involved in vasculogenesis [25], [26]. 

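Stat3, which encodes a transcription factor of cytokine signaling, had a log2 signal of 7.10 in replicates 1 and 2 and 7.08 in replicate 3 of the adult cortical endothelial cells. Its mean was 7.10 ± 0.01 (SD, n = 3), above a signal of 100 (adjusted p = 0.000244 from limma).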

Of interest, STAT3 is expressed in the embryonic endothelial cells, but also in the other endothelial cells, so it is not on the list of 207 genes with up regulation in embryos. Its activity, of course, is regulated by Jak mediated phosphorylation. These results begin to define a genetic regulatory network driving development of the renal vasculature.

### Glomerular specific endothelial genes

The glomerular endothelial cells (GEC) are striking in their fenestrated structure, which facilitates fluid bypass to the glomerular basement membrane. To better define the gene expression signature specific to the adult GEC we compared their gene expression profile to those of kidney medullary and cortical (with glomeruli removed) enthothelial cells. The microarray data screen included subtraction of low expressing genes, where raw signal was not above at least 100 for three individual samples, an ANOVA analysis, P<0.05, and requiring at least a four fold elevated expression in endothelial cells of glomeruli compared to both cortical and medullary endothelia. This stringent screen identified twelve genes.

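In the cortical endothelial cells, 6 of the 12 probesets of Supplementary Data S7 had a signal below 100, 4 were above and 2 were neither. Lrrc2, which encodes a leucine-rich repeat protein, had a log2 signal of 5.99 in each sample (adjusted p = 1e-08 from limma). Cnmd, the gene of the angiogenesis inhibitor chondromodulin, had 5.32 in each (adjusted p = 6.51e-10 from limma), and Lypd6 had 5.53 ± 0.12 (SD, n = 3; adjusted p = 0.00177 from limma), all below. Among the 4 above, Ces2g, a carboxylesterase gene, had 6.84 in each sample (adjusted p = 7.36e-06), and 1 probeset that has no gene name here had 8.72 ± 0.15 (SD, n = 3; adjusted p = 0.00269). Adjusted over the list alone, 4 were above. The study chose the list partly on these samples, so it is not independent evidence. When probesets with 3 equal values were given the spread of the others, 1 of the 12 was above, and with a limit of 200, 1 was.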

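Scn7a had a log2 signal of 4.25 in each of the 3 samples of cortical endothelial cells. This was below a signal of 100 (adjusted p = 3.54e-10 from limma). The glomerular and medullary samples were not analysed here.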

*Scn7a* showed the greatest fold change, with more than ten fold elevated expression in GEC compared to both cortex (with glomeruli removed) and medullary endothelial cells. This gene encodes a membrane bound voltage gated member of the sodium channel family. Endothelial cells are generally considered to be electrically unexcitable, although there have been reports that that this is not always the case [27], [28]. In particular, it was shown that in hamster feed arteries electrical stimulation of endothelial cells can result in a vasodilation reponse [27]. This suggests the possible presence of a novel electrical signaling pathway in the glomerulus.

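Ehd3 differed between the cortical samples, with a log2 signal of 8.07 in replicate 1, 7.44 in replicate 2 and 6.62 in replicate 3. The mean of 7.38 ± 0.73 (SD, n = 3) was not above a signal of 100 by the test (adjusted p = 0.367 from limma). The range between the samples, 1.46 on the log2 scale, was larger than the distance of the mean from the limit.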

The microarray data also showed the *Ehd3* gene to be strongly up regulated in GEC. *Ehd3* encodes a protein involved in endosome to golgi transport [29]. Of interest, this gene has been previously shown to be expressed very specifically in the GEC, providing additional historical validation of the microarray data [30]. Indeed, this was the only gene, to our knowledge, previously shown to be expressed by GEC and not other endothelial cells of the kidney.

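Gata5 had a signal below 100 in the cortical endothelial cells. Its log2 signal was 5.56 in replicates 1 and 3 and 5.68 in replicate 2, with a mean of 5.60 ± 0.07 (SD, n = 3; adjusted p = 0.000706 from limma).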

Another gene up regulated in GEC was *Gata5*, encoding a transcription factor previously shown to be required for the differentiation of cardiac endothelial cells [31]. 

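The cortical log2 signal of Sema5a was 6.78 in every sample, just above a signal of 100 (adjusted p = 1.32e-05 from limma). The p rests on 3 equal values, and it was 0.361 when such probesets were given the spread of the others.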

We also observed a dramatic up regulation of *Sema5a*, which has been shown to play a critical role in branching patterning of the vascular system [31]. It has also been shown to promote endothelial cell proliferation and to protect against apoptosis [32]. Of further interest, the SEMA5A protein includes seven thrombospondin repeats.

We also found elevated GEC expression of the *Adamts5* gene, which encodes a disintegrin like and metalloprotease with thrombospondin domains. This gene has previously been shown to be expressed in the endothelial cells of the adult cornea [33]. 

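In the cortical endothelial cells Adamts5 was below a signal of 100. The log2 signals were 5.56, 5.88 and 5.36, with a mean of 5.60 ± 0.27 (SD, n = 3; adjusted p = 0.0106 from limma). Without replicate 1 the adjusted p was 0.0831, and without replicate 3 it was 0.0809.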

The first thrombospondin repeat, but not the second, functions as an inhibitor of angiogenesis [34]. Another GEC elevated gene, *Gimap3*, encodes a GTPase previously implicated in the control of cell survival [35].

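Gimap3 lay close to the limit in the cortical endothelial cells, at a log2 signal of 6.74 in each of the 3 samples. It was above a signal of 100 (adjusted p = 2.59e-05 from limma). With the spread of the other probesets in place of its 3 equal values, the adjusted p was 0.595.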

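Nostrin, which encodes a protein that traffics endothelial nitric oxide synthase, had a cortical log2 signal of 7.44 in replicates 1 and 2 and 6.61 in replicate 3. The mean, 7.16 ± 0.48 (SD, n = 3), was neither above nor below a signal of 100 (adjusted p = 0.327 for a mean above it from limma). Without replicate 3 it was above (adjusted p = 2.08e-14, from a pair of equal values).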

*Nostrin* also showed much higher expression in GEC than other endothelial cells of the kidney. It encodes a protein that binds the enzyme responsible for NO synthesis, endothelial NO synthase, and triggers its translocation from the plasma membrane to vesicle-like subcellular structures, thus attenuating NO production. For a complete list of genes up regulated in GEC see Supplementary Data S7.

It is perhaps surprising that so few genes are strongly GEC specific in expression. In this regard it is interesting to note that the formation of fenestrae has been clearly linked to VEGF signaling, PI3 kinase activation and actin rearrangements [36], in a pathway that might involve relatively little *de novo* gene expression.

### Medullary specific endothelial genes

The renal medulla presents extreme conditions, with low oxygen tension and high concentrations of the solutes NaCl and urea in antidiuresis. The cells of the medulla employ a variety of mechanisms to survive this hostile environment [37]. We specifically examined the gene expression profile of the medullary endothelial cells in comparison to the glomerulus and cortex. Using the same microarray data screening procedure described for the glomerular compartment, only requiring five fold upregulation instead of four, fourteen genes were identified with elevated expression in medullary endothelial cells, as described below.

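Of the 14 probesets of Supplementary Data S8, 11 had a signal below 100 in the cortical endothelial cells, 1 was above and 2 were neither. Sema3d, a secreted semaphorin gene, was below with a log2 signal of 4.73 ± 0.15 (SD, n = 3; adjusted p = 0.000925 from limma), as was Slco1a4, an organic anion transporter gene, at 3.90 in each sample (adjusted p = 3.54e-10). Klhl4 was also below, at 5.66 ± 0.08 (adjusted p = 0.000969). Enpep, which encodes the aminopeptidase that cleaves angiotensin II, was the gene above, at 7.57 in each sample (adjusted p = 1.68e-06). Lepr, the leptin receptor gene, had 6.28 ± 0.38 and was neither (adjusted p = 0.151 for a mean below 100). Adjusted over the list alone, 1 was above. The study chose the list partly on these samples, so it is not independent evidence. With a limit of 50, 4 were above it, and with a limit of 200, 0 were.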

Insulin-like growth factor 1 (*Igf1*) expression was the most specific to medullary endothelial cells, elevated 15 fold and 28 fold compared to cortical and glomerular compartments, respectively. 

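The cortical log2 signal of Igf1 was 6.34 in each of the 3 samples. This was below a signal of 100 (adjusted p = 1.29e-07 from limma).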

*Igf1* is implicated in neovasculartization [38], migration and angiogenesis of endothelial cells [39]. Of interest, it induces hypoxia-inducible factor 1 mediated VEGF expression in colon cancer cells [40]. 

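Tll1, which encodes a tolloid-like metalloproteinase, and Agmo, the present symbol of Tmem195, were both below a signal of 100 in the cortical endothelial cells. The log2 signal of Tll1 was 5.97, 5.80 and 5.12, with a mean of 5.63 ± 0.45 (SD, n = 3; adjusted p = 0.0325 from limma). Agmo had 3.97 ± 0.13 (SD, n = 3; adjusted p = 0.000306 from limma). The adjusted p of Tll1 was 0.0927 without replicate 1, 0.129 without replicate 2 and 0.053 without replicate 3.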

Other elevated genes were *Tll1*, required for normal heart development and vasculogenesis [41], and *Tmem195*, encoding a transmembrane protein. In addition there was medullary endothelial cell specific expression of the *Cd36* receptor gene, whose encoded protein interacts with a large variety of ligands, including collagen types I and IV, thrombospondin, platelet-agglutinating protein p37, oxidized low density lipoprotein, and long-chain fatty acids.

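Cd36 differed widely between the cortical samples. Its log2 signal was 9.00 in replicate 1, 8.28 in replicate 2 and 7.21 in replicate 3. The mean of 8.16 ± 0.90 (SD, n = 3) was not above a signal of 100 by the test (adjusted p = 0.159 from limma), although each of the 3 values exceeded it.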

It is interesting to note that *Pde7b* and *Agtrl1* both normally showed restricted expression in the medullary endothelial cells, but were observed to be upregulated in the diabetic nephropathy GEC, as discussed later.

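In the cortical endothelial cells Pde7b, a phosphodiesterase gene, had a log2 signal of 5.30 in each sample, below a signal of 100 (adjusted p = 6.11e-10 from limma). Aplnr, the present symbol of Agtrl1 and the gene of the apelin receptor, had 8.35 in replicates 1 and 2 and 7.83 in replicate 3. Its mean was 8.17 ± 0.30 (SD, n = 3), above 100 (adjusted p = 0.0194 from limma). The adjusted p of Aplnr was 0.166 without replicate 1 and 0.165 without replicate 2.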

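Mmp11 and Angpt2 were both below a signal of 100 in the cortical endothelial cells. Mmp11 had a log2 signal of 5.91 ± 0.01 (SD, n = 3; adjusted p = 4.17e-05 from limma). Angpt2 had 6.31 in each sample (adjusted p = 9.67e-08 from limma).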

Other genes with medullary elevated expression included *Mmp-11*, encoding a matrix metalloproteinase, previously reported localized surrounding endothelial cells of glioblastomas [42], We also observed elevated medullary endothelial cell expression of *Angpt2*, which is normally expressed at sites of vascular remodeling, and functions as an antagonist of the angiogenic functions of angiopoietin1 and TIE2 [43]. See Supplementary Data S8 for a complete gene list.

### Cortical endothelial cells

Of interest, while relatively few genes showed glomerular or medullary endothelial cell specific expression with the stringent screen employed, a similar screen for cortical endothelial cell specific gene expression resulted in a much larger number, 125 genes (see Supplemental Data S9). 

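Of the 125 entries of Supplementary Data S9, 123 were matched to a probeset, 120 of them through fold changes that Supplementary Data S1 also lists (relative tolerance 2e-05) and 3 by symbol. In the cortical endothelial cells 99 of these 123 had a signal above 100 and 0 were below it by limma (0 at an unadjusted p under 0.05). Some of the first genes of the list are given here, all of them above 100. Kap, the kidney androgen-regulated protein gene, had a log2 signal of 12.86 ± 0.18 (SD, n = 3; adjusted p = 0.000449 from limma). Spink1, a trypsin inhibitor gene, had 11.71 ± 0.02 (adjusted p = 1e-05), Keg1 had 11.52 ± 0.08 (adjusted p = 0.00015), and Ugt2b38, a glucuronosyltransferase gene, had 9.77 ± 0.03 (adjusted p = 5.99e-05). Adjusted over the list alone, 114 were above, and 117 had 100 or more in every sample. The study chose the list on these samples, so it is not independent evidence. The count above was 58 without replicate 1, 60 without replicate 2 and 46 without replicate 3.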

Further analysis of this gene set gave a surprising result, with the gene expression signature resembling that previously described for proximal tubules [17]. For example, there were twenty five transporter genes, with almost all previously shown to have very strong proximal tubule specific expression (GUDMAP.org). 

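Genes of the proximal tubule were present in the cortical endothelial cells: 26 of 34 measured genes of this segment were above 100, 1 was below and 7 were neither. Lrp2, the gene of the endocytic receptor megalin, had a log2 signal of 9.39 ± 0.08 (SD, n = 3; adjusted p = 0.000482 from limma). Its partner Cubn had 7.90 in each sample (adjusted p = 1.68e-06), and Miox, a myo-inositol oxygenase gene, had 9.93 ± 0.07 (adjusted p = 0.000294). Slc34a1, the sodium phosphate cotransporter of the proximal tubule, had 9.53 ± 0.49 (adjusted p = 0.0149). The gene below was Slc34a3, at 6.53 in each sample, a call that ended when probesets with 3 equal values were given the spread of the others (adjusted p = 0.16). Adjusted over the list alone, 32 were above. Of the 34 genes, 23 are also on Supplementary Data S9, which the study chose on these samples, so for these 23 the count is not independent evidence. They include Lrp2, Cubn, Miox and Slc34a1, and 19 of them were above, with a median signal of 671. Of the 11 others 7 were above, 1 was below and 3 were neither, with a median signal of 143, closer to the limit. Among those above, Slc2a2 (signal 103), Amn (104) and Slc22a12 (143), named after their values were seen, rest on 3 equal values. Slc2a2 and Amn lie nearer to the limit than Slc34a3 (92). Their single calls with the spread of the others are not given here, and the count above for the whole list was then 28. The count above was 12 without replicate 3, and 16 with a limit of 200. The adjusted p of Slc34a1 was 0.13 without replicate 1 and 0.214 without replicate 3.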

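By their descriptions, 21 entries of Supplementary Data S9 were transporters, channels or ATPases, and 16 of these were above a signal of 100 in the cortical endothelial cells, with 5 neither above nor below. Slc4a4, the basolateral sodium bicarbonate cotransporter of the proximal tubule, had a log2 signal of 9.58 ± 0.06 (SD, n = 3; adjusted p = 0.000246 from limma). Slc3a1, the heavy subunit of the transporter of cystine and dibasic amino acids, had 7.78 ± 0.02 (adjusted p = 0.000216). Slc5a2, the apical glucose cotransporter, varied more, with 8.50, 7.56 and 9.14 in replicates 1, 2 and 3, and was not above 100 by the test (adjusted p = 0.0973). The study chose this list on these samples, so the count is not independent evidence.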

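The genes of the proximal tubule mostly differed in the same direction between replicates 1 and 2 of the cortical sorts. In replicate 3 single genes of this segment went both ways. Slc7a13 had log2 signals of 9.75, 9.34 and 8.00 in replicates 1, 2 and 3, and Slc13a1 had 8.54, 8.54 and 9.28. Of 33 such genes with a mean signal of 100 or more, 24 were higher in replicate 1 than in replicate 2, 2 were lower and 7 were equal, with a median difference of 0.27 on the log2 scale. After quantile normalization 24 were higher, 9 were lower and 0 were equal. The median deviation from each gene's own mean was 0.097 in replicate 1, -0.142 in replicate 2 and 0.0 in replicate 3. Replicates 1 and 2 were compared because they had the highest and lowest of these medians. A majority of genes higher in replicate 1 was therefore partly fixed by the choice of this pair. Genes of the thick ascending limb went the same way, and all 6 with a mean of 100 or more were higher in replicate 1 than in replicate 2, with a median difference of 0.65. Umod, the uromodulin gene, had log2 signals of 11.00, 10.33 and 10.92, and Slc27a2, a fatty acid transporter gene, had 11.47, 10.92 and 11.31. The largest median deviation over the 3 samples stood at the 100.0th percentile of 10000 random gene lists matched on size and mean expression for the proximal tubule, and at the 99.7th for the thick ascending limb. These percentiles describe these 3 samples and are not a test of a condition.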

The data, therefore, indicated that there was a minor contamination of the cortical endothelial cells and that when the expression patterns of the medulla and glomerular endothelial cells were subtracted the remainder was primarily a proximal tubule profile. Even a small contamination would be revealed by the comparative analysis performed, with genes showing high expression in contaminating cells showing up when the endothelial gene expression pattern was removed. Nevertheless, the cortical endothelial data set was useful for the purpose of screening the glomerular and medulla profiles for compartment specific gene expression. It served to subtract cortical endothelial expressed genes, even though some additional proximal tubule expressed genes were also represented.

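Genes of other nephron segments and of the vessel wall were also present in the cortical endothelial cells. Of 9 measured genes of the thick ascending limb, 3 were above a signal of 100 and 2 were below (5 above adjusted over the list alone), and of 9 genes of the distal tubule, 5 were above and 3 below (5 above adjusted over the list alone). Slc12a1, the sodium potassium chloride cotransporter of the thick limb, had a log2 signal of 8.55 ± 0.23 (SD, n = 3; adjusted p = 0.00747 from limma), and S100g, a calcium-binding protein gene of the distal tubule, had 10.82 ± 0.23 (adjusted p = 0.00167). Of 14 genes of smooth muscle cells and pericytes, 4 were above and 5 below (5 above adjusted over the list alone), and Rgs5, a pericyte gene, had 9.65, 9.70 and 10.64 (adjusted p = 0.0141). Of the genes of Supplementary Data S9, 36 were on at least 1 of the lists of cell types and gene classes and 87 were on none. All 3 genes above of the thick ascending limb, 3 of the 5 of the distal tubule, and Rgs5 are on Supplementary Data S9, which the study chose on these samples, so for these genes the counts are not independent evidence. The thick ascending limb count was 0 without replicate 1 and 0 without replicate 3, the distal tubule count was 2 without replicate 1 and 0 without replicate 3, and the smooth muscle and pericyte count was 2 without replicate 1 and 1 without replicate 2. Fewer samples are then left to test, so a lost call does not show that the signal lay in the replicate left out. With no test, 6 thick ascending limb, 5 distal tubule and 6 smooth muscle and pericyte genes had 100 or more in every sample. The adjusted p of Slc12a1 was 0.0997 without replicate 1 and 0.151 without replicate 3, that of S100g was 0.0881 without replicate 3, and that of Rgs5 was 0.123 without replicate 1 and 0.129 without replicate 2. The paper starts from the resemblance of the cortical list to the proximal tubule and from its many transporter genes. It reads these as pointing to a minor contamination by other cells, with mainly a proximal tubule profile. It reasons that the subtraction of the medullary and glomerular profiles removes what the endothelial cells share and leaves what the other cells express strongly.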

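The cortical samples held the genes of endothelial cells at high signal: 23 of 25 measured genes of endothelium in general were above 100 and 1 was below. Pecam1, a junctional adhesion molecule gene, had a log2 signal of 10.07 ± 0.02 (SD, n = 3; adjusted p = 1.94e-05 from limma). Cdh5, the gene of vascular endothelial cadherin, had 10.62 in each sample to 2 decimals (adjusted p = 1.68e-06), and Tek, whose promoter drives the GFP used for the sort, had 10.41 ± 0.16 (adjusted p = 0.000969). The gene below was Vwf, at 6.46 in each sample, and the remaining gene, Nos3, named after its values were seen, had 7.30 ± 0.37 (adjusted p = 0.147 for a mean above 100). Adjusted over the list alone, 24 were above. The count above was 14 without replicate 1 and 15 without replicate 3, and the adjusted p of Vwf was 0.0695 when probesets with 3 equal values were given the spread of the others.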

We examined the other data sets for signs of similar contamination. For example GEC might be particularly prone to contamination with podocytes and mesangial cells, the remaining two major cell types of the glomerulus. Other cell varieties would be effectively removed by the initial sieving procedure used to purify the glomeruli. Two specific markers of podocytes and mesangial cells are *Mafb* and *Meis1*, respectively. These genes showed low expression levels in the GEC samples, indicating a high level of purity.

### Comparison of glomerular endothelial cells of normal and *db/db* mice

To better understand the molecular basis of diabetic nephropathy we compared the wild type and *db/db* GEC gene expression profiles. The *db/db* mice, with loss of function of the leptin receptor gene, suffer obesity, diabetes, and diabetic nephropathy. The *db/db* mice show many similarities to human diabetic nephropathy, including elevated glucose levels, glomerular hypertrophy, mesangial matrix expansion and albuminuria [44], [45]. We evaluated the *db/db* mice when seven months of age, at which point they exhibited profound obesity (63.1±2.6 grams compared to 39.1±2.4 grams for non *db/db* littermates), elevated blood sugar (7302±5258 mg/dL versus 47±4.2 for controls), and albuminuria (3911±1288.5 µg/ml/24 hr versus 32.3±5.3 for controls). At this point the glomeruli showed significant enlargement (Fig. 4). We analyzed the relatively early stages of the disease process to better understand the initiating events. The glomeruli were, as before, first purified by sieving, followed by cell dissociation and FACS, to isolate the *Tie2-GFP* positive endothelial cells.

**Figure 4:**
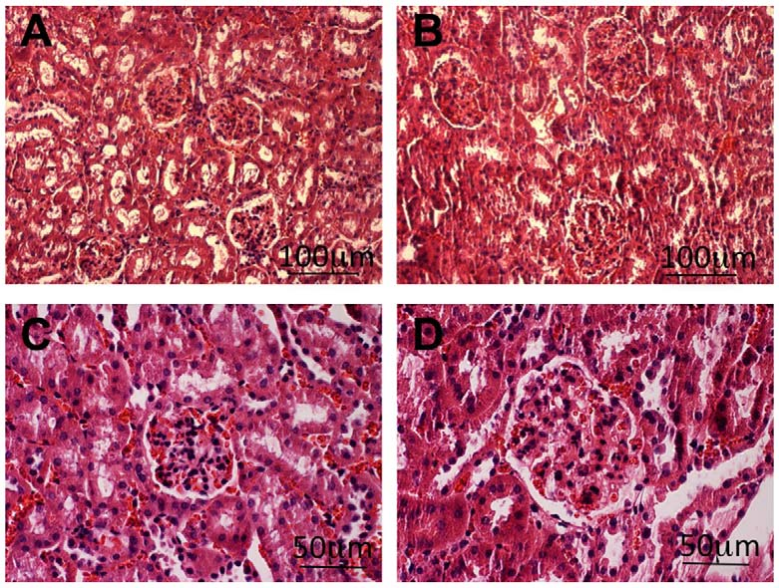
Enlarged glomeruli in seven month old *db/db* mice. Panels A and C are controls, and panels B and D are from *db/db* mice. Panels A and B are lower magnification views showing multiple glomeruli, while panels C and D are higher magnification, more clearly showing the size difference. Sections were hematoxylin and eosin stained.

We initially used a relatively low stringency screen of the resulting microarray data, performing an unpaired t-test, P<0.05, finding a total of 267 probesets with greater than 1.5 fold change in expression (Supplemental Data S10). ToppGene was then used for functional analysis, with the following interesting results.

The three gene ontology molecular functions listed with the lowest P-values were all related to phosphodiesterase activity (P = 0.0001–0.0002), suggesting altered cAMP levels in the *db/db* endothelial cells. The biological processes that emerged with lowest P values were cell adhesion and biological adhesion, with 26 genes each (P = 0.00003). Additional biological processes identified were response to external stimulus, cellular extravasation, heterophilic cell adhesion, cell adhesion, biological adhesion, leukocyte adhesion, inflammatory response, and leukocyte tethering and rolling. ToppGene also identified several conserved transcription factor binding sites within the promoters of genes with altered expression, including V$STST5B_01 upstream of *Klf4*, *Pcolce*, *Adamts9*, *Nfil3*, *Ndst1*, *Pdlim1* and *Icam1*. In addition, micro RNAs that target significant numbers of genes changed in expression in *db/db* GEC were found, including for example mir-26a, which is a potential regulator of 18 of the 267 genes. For complete lists of genes associated with specific biological processes and functions, as well as targets of transcription factors and microRNAs see Supplementary Data S11.

### The top 22 genes

A more stringent screen of the data, requiring at least three fold change in expression in *db/db* GEC, reduced the list of genes to twenty two (Fig. 5). The observed differences in expression levels were highly reproducible. Of interest, several of the genes on this list have been previously shown to be endothelial cell type specific and/or connected to the diabetic nephropathy disease process, in either a protective or pathologenic role. Some of these genes, and others with smaller fold change yet of particular interest, are described below.

**Figure 5:**
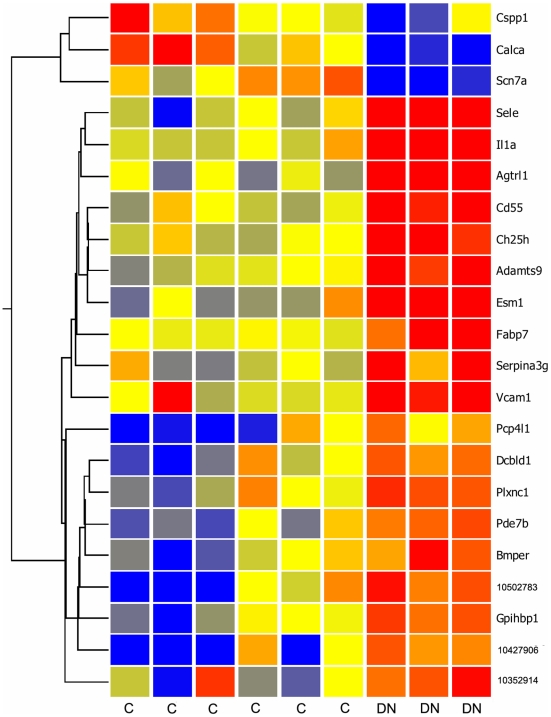
Heat Map of twenty two genes showing the greatest change in expression in glomerulus endothelial cells of diabetic nephropathy *db/db* mice. Red indicates high level of expression, and blue low expression, with yellow intermediate. **C**, control samples. **DN**, diabetic nephropathy *db/db* mice. Nineteen of the genes were up regulated in *db/db* mice, and three genes were down regulated.

### Cell adhesion molecules

Macrophages appear to play a key role in the pathogenesis of diabetic nephropathy [46], [47]. In particular, in the *db/db* mouse glomerular macrophage accumulation was previously shown to correlate well with the progression of glomerular damage [48]. Cell adhesion molecules expressed by endothelial cells can contribute to the pathogenesis of diabetic nephropathy by promoting the binding and infiltration of leukocytes. We observed elevated *Icam*, and *Vcam1* in the DB glomerular endothelial cells. This likely contributes to diabetic nephropathy pathogenesis since *Icam1* deficient mice have been reported resistant to diabetes induced renal injury [49], as a result of suppressed macrophage infiltration. It has also been shown that *db/db* mice with *Icam* deficiency have significantly reduced level of albuminuria, fewer glomerular and interstitial macrophages, and less glomerular hypetrophy, hypercellularity and tubular damage [50]. Two other cell adhesion molecules, p-selectin and e-selectin, also involved in leukocyte recruitment, have been reported elevated in the endothelial cells of patients with diabetic nephropathy [51], [52]. We observed an approximate two fold increase in *p-selectin* transcript levels in the endothelial cells of the *db/db* mice, and a nine fold elevation for *e-selectin*.

### BMP

One of the hallmarks of diabetic nephropathy is a reduction in the number of podocytes and expression of podocyte markers [53]. Decreased BMP signaling has been proposed to play a key role in podocyte injury and loss. In particular, in diabetic nephropathy podocytes produce connective tissue growth factor (CTGF), an inhibitor of BMP signaling [54]. Furthermore, BMP7 has been shown to provide protection against diabetic nephropathy in streptozotocin treated rats [55] and mice [56], [57].

The microarray data showed significant expression of *Bmp6* in the normal GECs, with high raw expression values of over 1000. Furthermore, the expression level was elevated about 1.6 fold in the *db/db* mouse (P = 0.03). This increased BMP expression might afford the podocytes some level of protection.

Another gene showing significant up regulation (3.4 fold) in the *db/db* endothelial cells was BMP binding endothelial regulator, *Bmper*, which is a secreted modulator of BMP signaling [58]. It is expressed in endothelial cells, as the name suggests, and can bind BMP2, BMP4 and BMP6 [58]. In the developing mouse BMPER appears to have primarily a “pro-BMP” function, with the knockout mouse showing developmental defects resembling those of BMP knockouts, including a smaller kidney with reduced nephron counts [59]. The elevated BMPER expression of the diabetic nephropathy GECs, combined with the increased Bmp6 expression, would be predicted to promote health and survival of the neighboring podocytes.

### TGF

While BMP expression is considered protective, increased TGFβ expression plays a central role in the pathogenesis of diabetic nephropathy. TGFβ promotes renal cell hypertrophy and extracellular matrix accumulation, two key features of diabetic nephropathy. Indeed, although perhaps extreme, it has been stated that “TGFβ has been shown to mediate virtually all of the pathologic changes of diabetic kidney disease.” [60]. Furthermore, treatment with anti TGFβ antibody has been shown to reduce or prevent hypertrophy and extracellular matrix expansion in both strptozotocin-induced diabetic mice [61], and *db/db* mice [62].

We observed a 1.5 fold increase of *TGFβ1* expression in *db/db* endothelial cells, with raw expression levels of around 375 in wild type (uncorrected P = 0.03) in GEC, while there was no significant change in *TGFβ 2* or *3*. Of interest, we also observed a modest upregulation (1.4 fold, uncorrected P =  0.006) of Smad3, a mediator of TGFβ signaling, suggesting a possible autocrine effect.

### Thrombomodulin

Glomerular endothelial cells express thrombomodulin, a receptor for thrombin. The binding of thrombin to thrombomodulin creates a complex that activates protein C, which in turn has anti-inflammatory and anti-apoptotic protective properties. Isermann et al (2007) reported that mice with streptozotocin induced diabetes showed reduced glomerular endothelial cell expression of thrombomodulin [12]. Further, they showed that genetic reduction of thrombomodulin function resulted in more severe proteinuria and extracellular matrix accumulation, while transgene expression of activated protein C protected against diabetic nephropathy. Consistent with these findings we observed high expression levels of thrombomodulin in wild type glomerular endothelial cells, with raw expression levels of about 1900, and a 1.5 fold down-regulation of expression in the *db/db* mice. This could in part account for reduced levels of activated protein C observed in diabetic nephropathy, and could contribute to pathogenesis.

### *Apelin* and *APJ*

The gene showing the second greatest fold change (7.8 fold up regulated) in the *db/db* glomerular endothelium was *Agtrl1*, angiotensin receptor like 1, also known as the APJ receptor. Apelin is an ang II homologue and is the ligand for the G-coupled receptor APJ.

*APJ* mutant mice show an enhanced vasopressor response to angiotensin II, suggesting that apelin-APJ counteracts renin-angiotensin [63]. AngII has been thought an important mediator of diabetic kidney damage, promoting vascular contraction, stimulating growth factor, cytokine and reactive oxygen synthesis (ROS) synthesis through the AT1 receptor. APJ has been localized to both vascular smooth muscle and endothelial cells [64], [65]. In particular apelin-APJ has been shown to play a role in renal hemodynamics, with apelin having a vasodilator effect that reverses that of AngII in both afferent and efferent arterioles [65], [66]. In addition, the apelin mechanism was shown to require endothelial APJ, to be mediated through NOS, and to result in calcium concentration drops in arteriole smooth muscle [65], similar to what was previously shown as a role for apelin in the regulation of aortic vascular tone [67].

In the *db/db* endothelial cells *APJ* raw expression levels were elevated about eight fold, to an extremely robust 3000. In some cases the apelin-APJ pathway has been reported to be autocrine in nature [68]. We observed low level apelin expression in wild type glomerular endothelial cells, with raw expression levels of about 150, which was unchanged in *db/db* mice. While the cardiac endothelium appears to be the major source of apelin [69], these results show that it is not the exclusive source.

The overwhelming body of data argues that apelin-APJ provides beneficial effects. APJ expression was previously shown reduced in renal arteries of *db/db* mice by western blot [66], but we show here, by microarray analysis of purified glomerular endothelial cells, and by immunohistochemistry of glomeruli (see below), that there is actually a considerably elevated level of APJ specifically within the endothelial cells of the glomerulus.

Apelin could be considered a potential therapeutic for diabetic nephropathy, reversing AngII effects. In addition it might be possible to identify a small molecule agonist of the APJ receptor, which could also provide therapeutic benefit.

Apelin-APJ has been shown to be a regulator of nitric oxide (NO) synthesis [70], with both RNA and protein levels of NO elevated in apelin treated rat aortas [71]. Altered NO levels in turn have been strongly associated with diabetic nephropathy, although the many reports do not provide a completely consistent clarification of the pathogenic and/or protective roles of NO [72]. Of interest we observed no statistically significant change in expression levels of nitrogen oxide synthase 1 (NOS1) (neuronal), NOS2 (inducible) or NOS3 (endothelial) in the *db/db* glomerular endothelial cells. Nevertheless, we cannot rule out the possibility that APJ could be driving increased NO production through altered NOS phosphorylation [70].

### *CD55*

*CD55* showed a very robust five fold elevation of expression in the endothelial cells of *db/db* mice, going from a significant raw expression level of 230 to over a thousand. CD55 is normally expressed on essentially all cells that come into contact with plasma complement proteins, and affords a protective effect. It interrupts the complement cascade and thereby helps to prevent complement mediated cell injury in inflammation. It is up regulated by a number of cytokines, including Il1a, by VEGF and by thrombin. Its increased expression in *db/db* endothelial cells likely provides a shielding consequence.

### *Esm1*

*Esm1* (endothelial specific molecule 1) showed an up regulation of about five fold in *db/db* endothelial cells, very similar to that observed for *CD55*. Also, like *CD55*, it has been shown to be up regulated by cytokines [73]. Of interest this elevated *Esm1* expression does not appear to be restricted to the kidney, with a similar 4 fold increase previously reported in the diaphragm of *db/db* mice [74]. ESM1 has been implicated in lymphangiogenesis and is potently induced by VEGF-A and VEGF-C [75]. ESM1 is a proteoglycan secreted by endothelial cells, and although its precise role is not known it has been proposed to inhibit the interaction between ICAM-1 and the LFA-1 integrin on lymphocytes and monocytes, thereby blocking cell adhesion [76].

### *Adamts9*

ADAMTS9 is a secreted disintegrin and metalloprotease carrying 15 thrombospondin type 1 repeats. The *Adamts9* gene is unusual in that the Affymetrix Mouse Gene 1.0 ST array used in this study carries six independent probesets, with a total of over 150 independent 25mer oligonucleotide probes assaying expression. All six probesets showed a statistically significant up regulation in *db/db* glomerular endothelial cells, with an average fold change of 3.8. Members of the ADAMTS family have previously been shown to be induced by inflammatory cytokines and TGFbeta1 [76], [77]. The elevated *Adamts9* expression could provide a disintegrin anticoagulant function, and it could help counteract extracellular matrix accumulation, both protective functions. But it could also contribute to glomerular basement membrane breakdown and/or effacement of podocytes, both pathologic functions. Of particular interest, ADAMTS9 has been shown to have anti-angiogenic activity, with *Adamts9* +/− heterozygous mice showing spontaneous corneal neovascularization [78]. Because of the importance of neovasculariztion in diabetic nephropathy this suggests that *Adamts9* elevated expression provides a protective function.

### *Fabp7, Gpihbp1*

*Fatty acid binding protein 7* (*Fabp7*) expression showed a four fold up regulation in *db/db* GECs. It is interesting to note that *Fabp7* was previously found expressed in a high percentage of clear renal cell carcinomas [79]. Perhaps related, *Gpihbp1* expression was also up regulated about 4 fold. It has previously been shown to encode an endothelial protein that plays a critical role in the lipolytic processing of chylomicrons [80].

### *Serpina3g*

The *Serpina3g* gene encodes a serine protease inhibitor and has been shown to provide protective effect against caspase independent cell death [81]. It is interesting to note that while serpina3g expression was elevated 4.3 fold in the *db/db* mouse, its expression level in the wild type mouse was relatively low. *Serpine2*, another serine protease inhibitor, showed only a 2.5 fold increase in *db/db* mice, but basal levels in wild type mice were higher, and as a result so was the *db/db* expression level.

### *Pde7b*

As mentioned previously, one of the most significantly altered molecular functions in the *db/db* GECs was phophodiesterase activity. *Pde7b* encodes a cAMP specific phosphodiesterase and was upregulated 3.3 fold in the *db/db* glomerulus endothelial cells. Two other cAMP specific phosphodiesterase genes, *Pde4b* and *Pde4d*, are also upregulated, to a lesser extent, about 1.5 fold. Elevated expression of these genes would work to drive down levels of cAMP, which could contribute to a breakdown of endothelial barrier properties, and modify responses to inflammatory mediators [82], [83].

### Validation

We performed immunostains to further examine the microarray predicted changes in gene expression. The products of five genes, *Esm1*, *Agtrl1* (*APJ*), *Bmper*, *Adamts9* and *Gpihbp1*, with up regulation in the *db/db* GECs were selected. As shown in Fig. 6, the proteins encoded by these five genes all showed significant increases in abundance in the *db/db* glomerulus. It is interesting to note that four of these proteins (ESM1, BMPR, ADAMTS9, GPIHPB1) can be secreted, so their final localizations may not necessarily coincide with the endothelial compartment. In each case, however, we observed consistent elevated expression in the *db/db* glomeruli.

**Figure 6:**
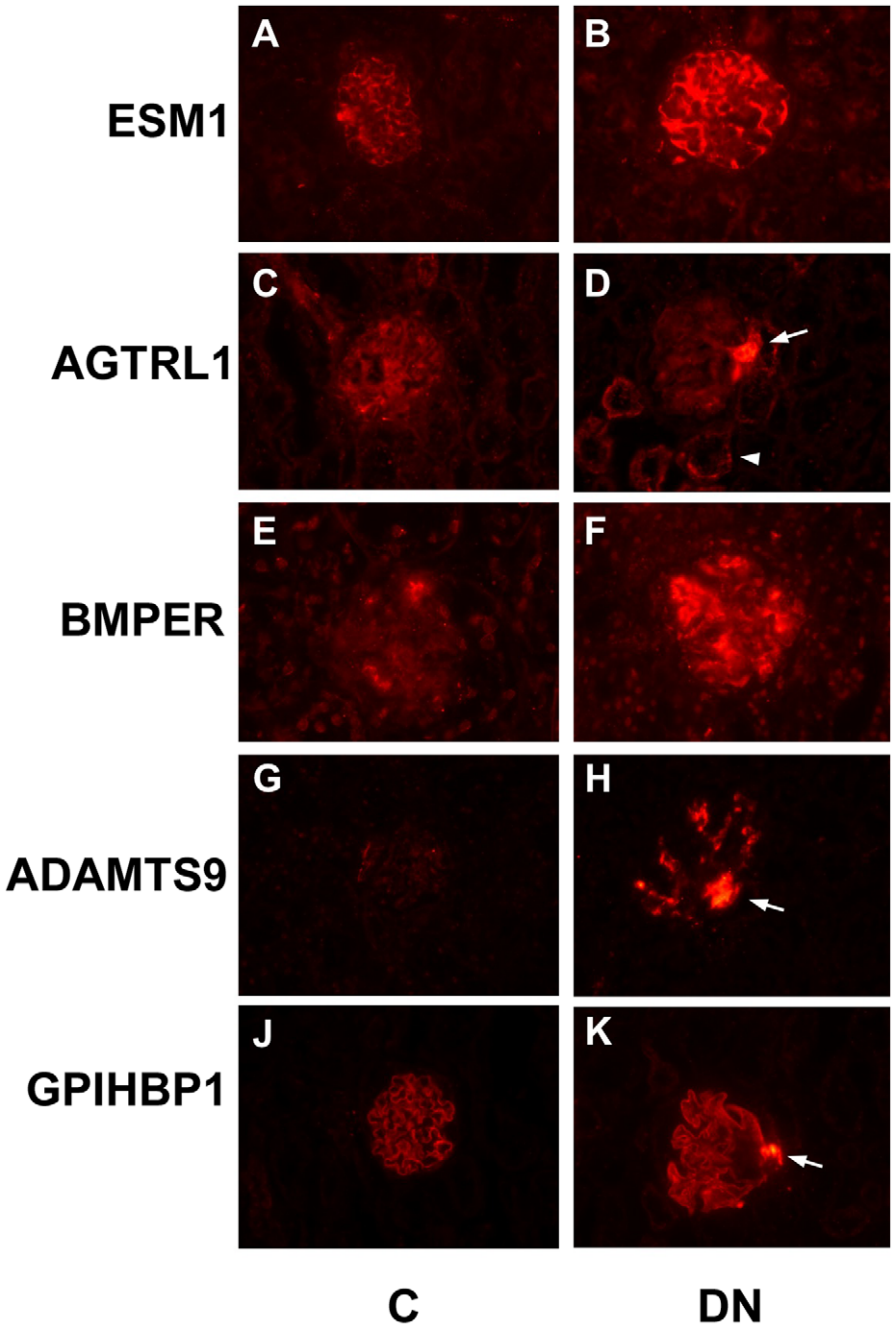
Immunostain validation of gene expression differences in *db/db* glomerulus. Protein levels were examined in C (control) kidneys, panels A, C, E, G and K, as well as DN (diabetic nephropathy) kidneys, panels B, D, F, H, and K. Elevated expression was observed in each case. Arrows in panels D, H and K show striking signal in the vascular pole region for AGTRL1, ADAMTS9 and GPIHBP1. Arrowhead in panel D marks elevated AGTRL1 expression also observed in tubules.

It is also interesting to note that for three of the proteins, AGTRL1, ADAMTS9 and GPIHBP1, there was a dramatic increase at the vascular pole, as marked by the arrows in Fig. 6 panels D, H and K. This was highly reproducible, and not observed in the control glomeruli from non *db/db* mice. This correlates well with long standing observations demonstrating neovascularization at the vascular pole of diabetic nephropathy glomeruli [84], [85], [86], [87]. This neovascularization has been found even in diabetic patients during the first two years of disease, indicating that it is an early event [84]. Our combined microarray and immunostaining results suggest that this is a key region for endothelial gene expression changes in diabetic nephropathy.

### Summary

In summary, we defined the gene expression profiles of the endothelial cells of the kidney during development, in distinct adult compartments, and in the glomeruli of the *db/db* mouse, which represents an important animal model for human diabetic nephropathy. The results provide a comprehensive and quantitative analysis of gene use in these multiple endothelial cell populations. They define all of the growth factors, receptors and transcription factors expressed, and begin to explain the diverse properties of these divergent endothelial cell types.

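In the cortical endothelial cells, 14 of 28 measured genes of growth factors were above a signal of 100 and 10 were below (15 above adjusted over the list alone). Of 38 genes of receptors, 27 were above and 8 below (27 above adjusted over the list alone), and of 49 genes of transcription factors, 28 were above and 14 below (32 above adjusted over the list alone). Vegfa, the main growth factor of endothelium, had a log2 signal of 7.65 in each sample, above 100 (adjusted p = 1.68e-06 from limma), while Pgf, the placental growth factor gene, had 4.79 ± 0.05 (SD, n = 3; adjusted p = 8.74e-05) and was below. Flt1, a receptor of both, had 10.47 in each sample, and Flt4, the receptor gene of lymphatic growth factors, had 6.39 in each and was below (adjusted p = 2.25e-07). Kdr, the main signaling receptor of Vegfa, had 9.72, 9.70 and 8.79 (adjusted p = 0.0187). Among the ETS factors, Erg had 8.92 in each sample and Fli1 had 9.00 ± 0.09 (adjusted p = 0.000745). The counts are for these 3 lists of genes and not for every gene of these classes. The samples also held genes of the proximal tubule, 26 of 34 above 100, which the paper reads as a minor contamination. Whether the signals of these 3 lists came from endothelial cells or from such other cells was not tested. The receptor count above was 15 without replicate 1 and 16 without replicate 2, and the adjusted p of Kdr was 0.161 without replicate 1 and 0.163 without replicate 2.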

The observed gene expression changes in the glomerular endothelial cells of the *db/db* mouse are perhaps of particular interest. Diabetic nephropathy is a devastating disease that occurs in approximately one third of diabetic patients [88]. A number of important previous studies have used microarrays to begin to dissect out the molecular mechanisms driving pathogenesis. Early pioneering work used whole kidneys from *db/db* or streptozotocin treated mice [89], [90], [91], and in two cases isolated glomeruli from human samples [92], [93]. In this report we were able to focus the analysis to glomerular endothelial cells, to better define the gene expression changes that occur in this precise compartment. The results identified 267 genes with greater than 1.5 fold change in gene expression, with molecular processes and biological functions including phosphodiesterase activity and cell adhesion. In addition 22 genes showed a greater than three fold change in expression, many of which could be related to either pathogenic or protective roles in the disease process. These results give a deeper understanding of diabetic nephropathy, and provide a valuable resource to facilitate further investigations.

## Material and Methods

### Endothelial cell purification

Endothelial cells were purified from *Tie2-GFP* transgenic mice using a previously described fluorescent activated cell sorting procedure [17] (http://www.gudmap.org/Research/Protocols/Potter.html). In brief, cells were quickly dissociated by a combination of enzymatic digestion and trituration. For the isolation of glomerular endothelial cells the glomeruli were first purified using a sieving procedure (see below).

### RNA Purification, Target Amplification, and Microarray Hybridization

RNA was purified using a Qiagen RNeasy Micro kits and used for a single round or RiboSpia target amplification using the Nugen WT-Pico kit according to Nugen protocols. Hybridization, washing and scanning of Affymetrix Mouse Gene 1.0 ST arrays were performed according to standard Affymetrix procedures.

### Microarray data analysis

Microarray data was analyzed as previously described [17], primarily using GeneSpring software, version GX 11.0. Other software used included ToppGene and DAVID. A standard analysis used either ANOVA for multiple sample types, or an unpaired t-test for two sample type comparisons. We removed probsets with low raw expression levels, requiring at least 100 in three samples. Probesets with low expression are particularly prone to artifact difference calls. We then used a combination of FDR, P value and fold change to adjust the stringency of the screen, with specific criteria described for each example in the text.

### Isolation of glomeruli

Kidneys were isolated in ice-cold PBS, bisected, and the medullary region was removed. The remaining cortical region was minced into very small pieces and digested with 1.0% collagenase at 37°C for 15 min, followed by vigorous trituration. An equal volume of ice-cold 5% FBS/PBS was added and the mixture was filtered through a 100 µm mesh. The flow-through was collected, triturated vigorously and filtered through a 40 µm mesh. The glomeruli trapped on the filter were isolated by turning the filter over and rinsing with ice-cold 0.1% FBS/PBS. The collected glomeruli were vigorously triturated and re-filtered through 40 µM mesh. This process was repeated three times. After the final collection, the glomeruli were pelleted, washed with ice-cold PBS and resuspended in 0.5% trypsin. The glomeruli were incubated at 37°C for 10–15 min. During incubation, the glomeruli were triturated every five min. A portion of the sample was observed under a microscope to monitor cell dissociation. After incubation, ice-cold 5% FBS/PBS was added, the cells were pelleted, washed with ice-cold PBS and filtered before FACS analysis.

### Immunoflurescence

Kidneys were isolated in ice-cold PBS, fixed overnight in 4% PFA/PBS, and then cryo-preserved at 4°C in 30% sucrose overnight. Tissue was frozen in OCT (Tissue-Tek) for cryo-sectioning. Slide mounted sections were incubated in PBS for 5 min, and blocked for 60 min in PBS containing 10% donkey serum and 0.25% Triton X-100. The sections were washed 3X in PBS containing 1% donkey serum and 0.25% Triton X-100 (PBST). The sections were incubated in PBST containing primary antibody overnight at room temperature. After incubation, the sections were washed in PBST 3 times, secondary antibody in PBST was added, and incubated for 3 hours at room temperature. Sections were washed 3X in PBST for 5 min, coverslipped in Vectashield (Vector Labs) and imaged on a Zeiss AX10 microscope (Zeiss). All primary antibodies in this study were obtained from Santa Cruz Biotechnology, Inc. (Santa Cruz CA.) and secondary antibodies were obtained from Invitrogen (Carlsbad, CA). All dilutions used were according to manufacturers recommendations.

### Ethics Statement

All mouse experiments were conducted in an AAALACS approved animal facility in accordance with the Cincinnati Children's Hospital Medical Center Institutional Animal Care and Use Committee policies, approved protocol number OD02013.

Microarray data is available at the genitourinary development atlas project web site (GUDMAP.ORG), and also through GEO (GSE21324, GSE20004, GSE 11232, GSE 22561, GSE 22464, GSE 20991). Experiments were conducted in a MIAME compliant manner.

## Supporting Information

Supplementary Data S1 Differentially expressed endothelial genes. 786 genes with most distinct expression patterns across all endothelial cell samples.
(0.15 MB XLS) Click here for additional data file.

Supplementary Data S2 Embryonic endothelia versus adult endothelia elevated expression genes. 340 genes with elevated expression in embryonic endothelia compared to adult endothelia.
(0.09 MB XLSX) Click here for additional data file.

Supplementary Data S3 Functional analysis of genes with elevated embryonic endothelia expression, compared to adult endothelia. ToppGene functional analysis of list of genes with elevated expression in embryonic endothelia vs adult endothelia, showing the overwhelming difference is related to cell division.
(1.08 MB XLS) Click here for additional data file.

Supplementary Data S4 207 genes with elevated expression in embryonic endothelia compared to other kidney embryonic compartments.
(0.02 MB XLS) Click here for additional data file.

Supplementary Data S5 DAVID functional groupings of the 207 embryonic endothelia elevated expression genes.
(0.07 MB XLS) Click here for additional data file.

Supplementary Data S6 ToppGene functional analysis of the 207 genes with elevated expression in embryonic endothelia, compared to other developing kidney compartments.
(1.62 MB XLS) Click here for additional data file.

Supplementary Data S7 List of twelve genes with over 4 fold elevated expression in glomerular endothelial cells.
(0.04 MB XLS) Click here for additional data file.

Supplementary Data S8 List of fourteen genes with over 5 fold elevated expression in medullary endothelial cells.
(0.04 MB XLS) Click here for additional data file.

Supplementary Data S9 List of genes with elevated expression in cortical endothelial cells.
(0.06 MB XLS) Click here for additional data file.

Supplementary Data S10 List of 267 genes with over 1.5 fold change in gene expression level in db/db glomerular endothelial cells, compared to wild type.
(0.02 MB XLS) Click here for additional data file.

Supplementary Data S11 ToppGene functional analysis of genes with changed expression in db/db glomerular endothelial cells compared to wild type.
(1.76 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

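Expression was measured in 3 samples of GFP-positive endothelial cells sorted from the cortex of adult Tie2-GFP mice, each from 1 kidney, with glomeruli removed on a 40 µm mesh. These samples form 1 group. The embryonic, medullary, glomerular and db/db samples of the study were not analysed here.

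The authors deposited log2 signals, 1 column per sample, which they had summarised per probeset and normalized between arrays, and no further log transformation was applied. The paper names RMA in GeneSpring GX for its data, and the notes with the samples name Affymetrix Expression Console. The version of that program and the set of arrays normalized together are not given in the sources used here. The columns ran from 1.61 to 14.27, from 1.68 to 14.36 and from 1.73 to 14.29 for replicates 1, 2 and 3, and 10601, 10524 and 10236 probesets reached a signal of 100. The table held 35557 probesets, values with 5 decimals and 0 missing values. Values are called equal here when all 5 decimals are the same. Arrays give no counts, so the number of arrays, 3, limits the precision of each mean.

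Of the probesets, 21789 were assigned to 1 gene by the probe table, 1621 to several genes and 12147 to none. Probesets of several genes or of none were kept in the fit and not named. The 21789 probesets stand for 19938 genes, and 21698 of them matched a symbol of the reference gene table. A gene with several probesets was taken at the probeset with the highest mean.

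Each probeset was fitted with limma 3.58.1 in R 4.3.3 as an intercept-only model of the log2 value minus the log2 of 100, with a mean-variance trend in the moderation of the variance. The limit of 100 is the raw expression level of the paper's filter. A mean above and a mean below the limit were tested one-sided, each with Benjamini-Hochberg adjustment over the 35557 probesets, and an adjusted p under 0.05 was called. The residual degrees of freedom were 2 and the prior degrees of freedom 0.297, so that the moderation added little. No group comparison, replicate pairing or other split of the samples applies to 1 group.

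Counts were made over the probesets of Supplementary Data S1, S2, S7, S8 and S9 of the paper, which gives probesets for all of these but S9. Of the 125 entries of S9, 120 were matched through their fold changes, 3 by symbol and 2 were not matched. The other supplementary tables were not used here. Counts were also made over 24 lists with 344 genes, which cover types of endothelium, nephron segments, other cells of the kidney and blood, the cell cycle, the early response to dissociation, growth factors, receptors, transcription factors and sex-linked genes. Of these genes 24 had no probeset of their own, and 23 lists had a measured gene. A list of renin cells had none and was not analysed here. For each list of at least 5 genes with a mean of 100 or more, the median deviation from each gene's mean was taken per sample. The largest size of the 3 medians was set among 10000 random lists of the same size, matched in 20 bins of mean expression, with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15.

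Named genes are those the paper names in its sections on embryonic, glomerular, medullary and cortical cells, with Stat3 and Meis1, every gene of S7 and S8, the first 10 genes of S9 and each S9 gene on a list, up to 4 genes per list in the order written, every gene where 5 or fewer make up a count, the sex-linked genes, and the 5 genes with the largest spread between samples in a probeset with a mean of 100 or more. These 5 are given at that probeset, which for Ccdc141 and Gpatch8 is not the one with the highest mean. Not every gene of this rule is reported here. The fold changes in the paper's tables had been seen when this rule was written.

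The lists, the tests, the rule for named genes and the alternatives were set before the data were examined, with the exceptions that follow. An alternative that gives probesets with 3 equal values the spread of the others was added later. The choice of the lists that count as leading results, the 95th percentile and the minimum of 5 genes as limits for list deviations, and the comparison of a list's share above 100 with the 22.9% of all named genes were made after values had been seen, as were the tests of the equal values and of the smooth muscle and pericyte genes in replicate 3. After values had been seen, the test of array scaling by the median difference was set aside, because the normalization between arrays fixes its outcome, a test by quantile normalization took its place, and the bound for sex was narrowed from Xist and every Y-linked gene to Xist, because Uty had missed it. The bounds for median polish and for the smooth muscle and pericyte genes were made stricter after their outcome had been seen, which left both open. The alternatives were a limit of 50 or 200, a signal of 100 or more in each of the 3 cortical samples with no test, quantile normalization, columns shifted to the same median, no variance trend, adjustment over probesets of 1 named gene, the mean of all probesets of a gene, other filters and summaries and unmatched random lists for the list deviations, and leaving out each replicate. The limits of 50 and 200 were not applied to single named genes.

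The fit was tested on simulated data of 35557 probesets. In a first simulation 200 probesets lay truly above 100, 50 each at 0.5, 1, 2 and 4 on the log2 scale above it. With values as drawn 0% were recovered at each size with 0 false calls. With equal values as frequent as in the table 68%, 74%, 82% and 92% were recovered, with 1303 false calls. A second simulation, designed after this result, kept the levels of the real table, so that 10519 probesets lay truly above. Of 50 probesets placed at each size, 54%, 72%, 96% and 98% were recovered with values as drawn, and 0.313% of 7356 calls were false. With equal values as in the table 52%, 82%, 98% and 100% were recovered, and 3.34% of 8061 calls were false. With values as drawn, the test therefore had power at the levels of the real table and none in the first simulation. The simulations differ in the number truly above and in the other levels, and neither was varied alone. Equal values raised the false calls in both. The list deviation was tested on 100 simulated lists of 30 genes per size of shift, a number raised from 20. It reached the 95th percentile in 4% of lists with no shift and in 100% of lists with a shift of 0.15, 0.3 or 0.6 on the log2 scale.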

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

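The comparison of each list with the share of all named genes, the alternative that gives equal values the spread of the others, the tests of probesets with equal values, the test of smooth muscle and pericyte genes in replicate 3, the test of array scaling by quantile normalization and the reading of sex from Xist alone were chosen after the results had been seen.

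Lists of genes that the paper does not discuss for the cortical samples are given here where a larger share than the 22.9% of all named genes was above a signal of 100. Of 12 genes of arterial endothelium 8 were above (9 adjusted over the list alone), among them Gja5, a gap junction gene, at a log2 signal of 10.02 ± 0.20 (SD, n = 3), and the count was 4 without replicate 3. Of 5 genes of venous endothelium 4 were above (4 adjusted over the list alone), among them Nr2f2, a nuclear receptor gene, at 7.36 ± 0.06 and Vcam1, an adhesion molecule gene, at 9.30 ± 0.52, and the count was 1 without replicate 1, 0 without replicate 2 and 2 without replicate 3. Of 11 genes of intercalated cells 3 were above (3 adjusted over the list alone), which were Atp6v0d2 at 8.11, Atp6v0a4 at 7.83 and Slc4a9 at 6.76. Atp6v0d2 and Atp6v0a4 are on Supplementary Data S9, a list the study chose on these samples and so not independent evidence. The intercalated cell count was 2 without replicate 1, with quantile normalization and with equal values given the spread of the others. The share of all named genes was not computed under these alternatives, so the list was not compared with it there. Of 18 genes of the early response to dissociation 7 were above (9 adjusted over the list alone), with Jun at 8.67 ± 0.01 above and Fos at 5.89 in each sample below. Of 4 sex-linked genes 1 was above (1 adjusted over the list alone), Eif2s3y at 7.56 ± 0.06, and the count was 0 without replicate 1 and 0 without replicate 3. Of these genes, Vcam1 was not above without replicate 1, 2 or 3 (adjusted p = 0.181, 0.141 and 0.074 from limma), Nr2f2 without replicate 2 or 3 (0.0822 and 0.0949), Atp6v0d2 without replicate 1 or 2 (0.113 and 0.109), Eif2s3y without replicate 1 or 3 (0.056 and 0.0939), Gja5 without replicate 3 (0.0787), and Slc4a9 when equal values were given the spread of the others (0.43).

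The thick ascending limb with 3 of 9 genes above, the distal tubule with 5 of 9, and smooth muscle cells and pericytes with 4 of 14 also exceeded that share. Of the genes above in these 3 lists, 3, 3 and 1 are on Supplementary Data S9, and for these the counts are not independent evidence. The thick ascending limb count was 0 without replicate 1 and 0 without replicate 3, the distal tubule count 2 and 0, and the smooth muscle and pericyte count 2 without replicate 1 and 1 without replicate 2. For these and the preceding lists, fewer samples are then left to test, so a lost call does not show that the signal lay in the replicate left out. With no test, 6, 5 and 6 genes of these 3 lists had 100 or more in every sample, as had 10 of arterial and 4 of venous endothelium.

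The genes of the proximal tubule mostly differed in the same direction between replicates 1 and 2, with a median difference of 0.27 on the log2 scale. This pair was taken because it held the highest and lowest median of the list, which partly fixes the direction. The test first set for scaling of whole arrays does not decide, since normalization between arrays holds its value near 0. That value, the median difference over all 10382 probesets with a mean of 100 or more, was 0.0% of that of the list. Quantile normalization left this list at the 100.0th percentile and moved 2 other lists, lowest in replicate 3, under the 95th. It does not decide on scaling either, since the arrays were already normalized and replicates 1 and 2 had the same median of 5.70. It shows only that differences in distribution left in these values do not account for the shift of this list. A general loss of dim signal was argued against by the 24 genes of the list with a mean of 200 or more, which alone had a median difference of 0.28. This was 106.0% of that of the whole list, which contains them, and the dimmer genes were not compared with them. The sex of the mice was argued against by Xist, which differed by 0.0 and was below a signal of 100. The bound first set for sex also asked that each Y-linked gene differ by less than 1, which Eif2s3y met (0.11) and Uty did not (1.26), and it was narrowed to Xist after this was seen. Different shares of proximal tubule cells in the sorts may account for it and remain open, because 72.7% of the genes were higher in replicate 1, under the 80% set for that cause, which becomes 92.3% without the 7 genes with equal values and is again 24 of 33 after quantile normalization, and no biological explanation was tested, since the samples form 1 group.

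Genes of other segments and of the vessel wall may have been carried over with the proximal tubule cells in 1 common share. The thick ascending limb differed between replicates 1 and 2 by 0.38 more than the proximal tubule on the log2 scale, past the 0.3 set for a common share but under the 0.5 set against it, and the distal tubule by 0.2 more, within that 0.3, which leaves this open for the tubular genes, as few were measured. For smooth muscle cells and pericytes the test first set, on replicates 1 and 2, gave a gap of -0.31 and did not decide, and it stays open, since the gap of 0.64 in median deviation from the proximal tubule, at the 100th percentile of the gaps between random lists, was seen in replicate 3 alone, where 5 of 7 genes were highest. Acta2, the smooth muscle actin gene, had log2 signals of 8.43, 7.97 and 9.50, and Myh11 had 7.79, 8.14 and 9.44, neither above 100 by the test, although Acta2 was above with quantile normalization, with shifted columns and with equal values given the spread of the others (adjusted p = 0.0374 from limma), and both had 100 or more in each sample. GFP sorting was meant to exclude such cells, a separate share of them in each sort was not tested, and no biological explanation was tested.

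Values equal in all 5 decimals in the 3 samples were held by 14394 probesets, or 40.5%. Values of 1 sample written into the columns of the others were argued against, since probesets with low identifiers, none of them named, were equal at 1.77% of the rate of the others (0.88% against 49.5%). A summary by median polish over these 3 arrays alone stays open, because the share of equal values in simulated probesets of 25 probes depends on the assumed SD between arrays, with 77.2%, 43.1%, 17.5% and 3.2% at SDs of 0, 0.1, 0.2 and 0.5, against 0.8% or less when 3 of 15 arrays were read. After the polish the SD between arrays was 0.034, 0.112 and 0.392 at the last 3 of these settings, against 0.104, 0.187 and 0.445 for probe means, so under such a summary the SDs given here may understate the spread between samples, most of all where it is small. Simulated probesets of 1 probe held 0.0% equal values at each assumed SD. Outside the low identifiers, 49.5% of the probesets were equal in all 3 samples and 28% in 2 of them. Simulated probesets of 25 probes gave 43.1% and 34.6% at an SD of 0.1, and 3.2% and 8.4% at 0.5. The SD between these arrays before the summary is not known, so these values do not decide. No biological explanation was tested.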

How the results depend on the processing

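The alternative that gives equal values the spread of the others was chosen after the results had been seen. Over 22 results and 18 alternatives, 165 of 222 values stayed within 1.5 times the count or on the same side of the limit. With a limit of 50, 15254 probesets were above and 15006 below, and the counts above were 7 for S7, 4 for S8, 114 for S2, 229 for all list genes, 8 for the thick ascending limb, 9 for smooth muscle cells and pericytes, 3 for the cell cycle, 22 for growth factors and 44 for transcription factors. With a limit of 200, 3395 probesets were above, and the counts were 56 for S9, 1 for S7, 0 for S8, 24 for S2, 217 for S1, 69 for all list genes, 16 for the proximal tubule, 1 for the thick ascending limb, 0 for smooth muscle cells and pericytes, 6 for growth factors, 15 for receptors and 14 for transcription factors. A higher limit leaves fewer signals to call. Adjustment over probesets of 1 named gene, which tests fewer probesets, gave 13928 below. A signal of 100 or more in each sample, with no test, gave 2 for S8 and 6 for the thick ascending limb, which was 5 with quantile normalization, 5 with shifted columns and 5 with equal values given the spread of the others, where S7 was 1, and the cause was not tested.

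Without 1 replicate, which leaves fewer samples, the counts above ranged from 46 to 60 for S9, from 224 to 244 for S1, from 31 to 35 for S2, from 90 to 100 for all list genes, from 14 to 16 for endothelium, from 12 to 19 for the proximal tubule, from 0 to 3 for the thick ascending limb, from 1 to 3 for smooth muscle cells and pericytes, and from 15 to 20 for receptors. By mean deviation 3 lists reached the 95th percentile in place of 6. The endothelial list, at 95.5, fell under it with all list genes (87.7), a mean of 200 or more (93.2), the mean deviation (94.9), quantile normalization (5.9) and shifted columns (88.0), and the cause was not tested. The lowest r between samples was 0.861 over probesets with a mean of 100 or more and 0.936 by rank. Of 205 named genes 100 kept their call throughout, 74 changed it without a replicate, 38 under another setting, and 0 reversed. No paired analysis was possible because the samples form 1 group. Less spread was seen at low signal, where values were equal in 62.3% of probesets at a log2 signal of 4 to 6 and in 8.9% at 10 to 12, and the cause was not tested.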

Differences from the paper's values

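No test in this part was chosen after the results had been seen. The sizes of Supplementary Data S1, S2 and S9 match the paper's 786, 340 and 125. Of 123 matched entries of the paper's 125 cortical genes, for which the paper states no count above 100, 99 were above a signal of 100. The 125 is the size of a list from a screen between compartments, so a count above 100 neither matches it nor differs from it. The count was 56 with a limit of 200, and 58, 60 and 46 without replicates 1, 2 and 3. With tests and counts over probesets of 1 named gene alone it was 83, but only 104 of the 123 entries have such a probeset and the other 19 were not counted. The paper's 25 transporter genes were 21 by their descriptions here, within 1.5 times.

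The paper gives both Pde7b and Agtrl1 as restricted to the medullary endothelial cells of normal kidneys. Here Pde7b was below a signal of 100 in the cortical cells, at a log2 signal of 5.30 in each sample, while Aplnr, the present symbol of Agtrl1, was above it in each of 3 samples, with a mean of 8.17 ± 0.30 (SD, n = 3; adjusted p = 0.0194 from limma). Of the alternatives set before the data were examined, leaving out replicate 1 (adjusted p = 0.166) or replicate 2 (adjusted p = 0.165) ended the call. The medullary samples were not analysed here, so the levels of both compartments were not compared.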

Other observations

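The alternative that gives equal values the spread of the others was the only test in this part chosen after the results had been seen.

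Genes of other cells of the kidney and of blood were mostly below a signal of 100 in the cortical endothelial cells. Of 7 genes of podocytes, which the mesh was meant to hold back with the glomeruli, 6 were below, with Nphs1, the nephrin gene, at a log2 signal of 6.10, Synpo at 5.92 and Wt1 at 5.41 in each sample, and 1 was above (1 adjusted over the list alone), Cdkn1c at 6.78. Of 3 genes of mesangial cells 3 were below, with Meis1 at 6.20 ± 0.07 (SD, n = 3). Of 15 genes of macrophages 12 were below and 1 was above (1 adjusted over the list alone), the protease gene Ctss at 7.25. Of 9 genes of fibroblasts 8 were below and 1 was above (1 adjusted over the list alone), Col1a1 at 6.92. All 5 genes of lymphatic endothelium were below, with Prox1, a transcription factor gene of lymphatic fate, at 4.39 ± 0.08 and Lyve1 at 5.75 ± 0.03. The same held for 7 of 8 genes of T and NK cells, 4 of 4 of B cells and 2 of 2 of red blood cells. Of 9 genes of principal cells 5 were below, none above and 4 neither. Aqp2 was among those called neither, at 6.86 ± 0.13, with a signal of 100 or more in each sample. For lymphatic endothelium and for mesangial, T and NK, B and red blood cells 0 genes were above by limma, and 0 at an unadjusted p under 0.05, while for principal cells 0 were above by limma (0 adjusted over the list alone) and 1 at an unadjusted p under 0.05. The calls of Cdkn1c and Col1a1 ended when equal values were given the spread of the others, with adjusted p values of 0.363 and 0.0988 from limma. Without replicate 3 none of the mesangial genes Meis1, Gata3 and Itga8 was below (adjusted p = 0.0631, 0.0556 and 0.0887 from limma). Itga8 was not below without replicate 1 either (0.0604). The principal cell genes Avpr2, Scnn1b and Scnn1g were not below without replicate 1 (0.0884, 0.0687 and 0.116) or replicate 3 (0.122, 0.074 and 0.153). Without replicate 3 the count above was 2 for macrophages and 1 for principal cells.

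Of the transcription factor genes that the paper reports as higher in embryonic endothelial cells than in other compartments of the embryonic kidney and links to the formation of blood cells, Hhex was above 100 in the adult cortical cells, at 9.21 ± 0.08 (SD, n = 3; adjusted p = 0.0005 from limma). Elf4 was below, at 5.75 ± 0.19 (adjusted p = 0.00688 from limma, 0.0655 without replicate 1 and 0.0592 without replicate 3). Bcl6b lay at the limit, at 6.65 in each sample, and its adjusted p went from 0.0018 to 1.0 when equal values were given the spread of the others.

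The probesets of named genes with the largest spread between samples, among those with a mean of 100 or more, were those of Npn2 at log2 signals of 4.87, 5.44 and 11.44, Ccdc141 at 5.90, 9.84 and 4.68, Camta1 at 10.03, 9.25 and 5.19, Hmcn1 at 5.41, 5.41 and 10.05, and Gpatch8 at 8.73, 4.12 and 7.91. These are 1 probeset each, of 1 for Npn2, 5 for Ccdc141, 4 for Camta1, 77 for Hmcn1 and 5 for Gpatch8, and not the spread of all probesets of a gene. None of these 5 was above or below 100 by the test. Of the sex-linked genes Xist had 4.92 and Kdm5d 6.23 in each sample, both below, and Uty had 6.21, 7.08 and 5.82.

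The largest median deviation stood at the 61.7th percentile of random lists for arterial endothelium, the 32.6th for the early response, the 37.8th for growth factors and the 18.0th for transcription factors, while receptors reached the 95.4th and the distal tubule the 96.9th. The receptor value was 19.4 with quantile normalization, 80.4 with all list genes, 93.5 with shifted columns and 94.6 by the mean deviation, and that of the distal tubule was 88.4 by the mean deviation. Principal and intercalated cells had under 5 genes with a mean of 100 or more. With all list genes they stood at the 99.9th and 99.8th percentile, each with 7 genes higher and 0 lower in replicate 3 than in replicate 2. These replicates were taken because they had the highest and lowest median of each list.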
